A study of Rattus norvegicus with 69 samples. Its data were reported in "Integrated Transcriptomics, Metabolomics, and Lipidomics Profiling in Rat Lung, Blood, and Serum for Assessment of Laser Printer-Emitted Nanoparticle Inhalation Exposure-Induced Disease Risks" (2019).

How the data were processed

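Whole blood was taken from male Sprague-Dawley rats, 9 weeks old when purchased, that had breathed either filtered air or printer-emitted particles (PEPs) with the accompanying gases for 5 hours per day over at most 21 days. Total RNA (400 ng, per the labels) was labelled and hybridized to Affymetrix Rat Gene ST arrays, which carry probe sets for the transcripts of each gene. The 69 arrays fall into 14 groups of 4 to 6 arrays, given by the treatment (34 filtered air, 35 exposed), by 6 days of sampling, and on day 21 also by the presence of an implanted radio telemetry transmitter.

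The deposited values are log2 probe set intensities made by the authors with the robust multi-array average (RMA) of the oligo package in R 3.4, which corrects background, equalizes the distribution of probe intensities between arrays and summarizes the probes of a set by median polish. The submitters' processing notes also name limma. The labels give neither the exposure run nor any array batch, so no batch term could be fitted. Whether the exposures were carried out in more than 1 run cannot be told from the labels. On arrays no count of molecules stands behind a value, and their number per group limits the precision.

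Each array held 36685 probe sets. A symbol table paired 14824 of them with 1 gene and 829 with several, while 21032 had no symbol here and are given by their probe set number only. The gene identifier was found in the RefSeq table for 14670 of the probe sets with 1 symbol. Probe sets with a variance under 0.05 over all arrays were left out (2509), which left 34176 for testing and 13586 genes with 1 symbol; a gene with several probe sets is represented by the set with the highest mean. For 207 genes with more than 1 tested probe set, between 74 and 94 had probe sets of opposite sign in an exposure comparison. Values of 1401 probe sets were equal to those of another set on every array.

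The deposited values were fitted in R 4.3.3 with limma 3.58.1: 1 mean per group, array weights from the gene-by-gene update, moderated statistics by empirical Bayes, and Benjamini-Hochberg adjustment within each comparison. A probe set passed at an adjusted p under 0.05. The comparisons were exposed against filtered air on each of the 6 days and in the telemetry rats of day 21, the mean of the 6 days, the difference of the exposure effect between days, the course over 6 days within each arm (an F-test), telemetry against no telemetry in filtered air, and the difference of the exposure effect with telemetry. Probe sets at 1.5-fold or more without regard to p were also counted, since the study selected genes by fold alone. Genes with 1 symbol were named by a rule: the 5 with the largest rise and the 5 with the largest fall among those that passed, places left being filled by the smallest unadjusted p among 1.5-fold changes; up to 4 members of each list by smallest unadjusted p; and the genes the study's text names. Olfactory and vomeronasal receptors, pseudogenes and provisional symbols were skipped in the first part and counted instead. Errors of fold changes are standard errors from limma, and errors of group means are standard deviations.

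A total of 29 gene lists were fixed before the data were examined, together with the comparisons, the tests and the rule for naming genes. They cover blood cells (platelet genes not in the study's lists, platelet genes from the study's day 1 lists, erythroid and reticulocyte, neutrophil, monocyte, B cell, T cell, NK and cytotoxic, and basophil with mast cell and eosinophil genes). They also cover responses (interferon-stimulated, NF-kB and acute inflammation, Nrf2 oxidative stress, aryl hydrocarbon and xenobiotic, circadian, glucocorticoid, immediate early, and heat shock with unfolded protein genes). Processes were covered by MHC class II, MHC class I, cell cycle, linoleic and arachidonic acid metabolism, fatty acyl-CoA and unsaturated fatty acid, histidine and histamine, ribosomal protein, oxidative phosphorylation and histone lists. Transcripts of other tissues were covered by lung epithelium and endothelium, olfactory receptor and vomeronasal receptor lists. Each list was tested with camera at a preset correlation between genes of 0.01, adjusted over the 29 lists within a comparison. Camera with an estimated correlation, fry, and a 2-sided exact permutation test of the mean of the list in each array were run beside it.

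The fit was tested on simulated data with the real means and spread before use. With 50 probe sets changed at each fold size among 34176, a simulated 2-fold change was recovered in 46% of cases in the day 1 comparison, 60% on day 5, 64% on day 9, 68% on day 13, 52% on day 17, 84% on day 21 and 66% in the telemetry rats. A simulated 3-fold change was recovered in 92% of cases on day 1 and in 98% on day 21, and a simulated 1.5-fold change in 16% and 38%. The changed probe sets of all fold sizes entered the same adjustment, which grows more lenient as more probe sets pass. Few or none passed in the real exposure comparisons, so a lone change there is recovered less often than these shares. In the same simulation some unchanged probe sets passed too, from 7 on day 1 to 12 on day 13. In arrays simulated without any change, 0 probe sets passed, while 2350 reached 1.5-fold on day 1 and 1079 on day 21. The noise was drawn separately for each probe set and weights were by restricted maximum likelihood, so shared shifts of real arrays were not simulated. Regrouped real arrays gave up to 189 passing probe sets on day 13.

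Alternatives tried were the fit without array weights, weights by restricted maximum likelihood, no variance filter, only probe sets above the median mean, only probe sets with 1 symbol, a further cyclic loess normalization, a trended and robust prior, the replicate number as a block, only the arrays of the day, and each array left out in turn. Added after seeing the data were 2 principal components of the olfactory receptor genes as covariates, and a fit without the 4 arrays of weight under 0.5. For each comparison the arrays were also regrouped at random within the day or arm, with 100 splits drawn, or all 35 for the telemetry rats. Neighbouring genes were taken from the RefSeq order of genes, and random sets were drawn 10000 times. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.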

Results

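Gene expression in whole blood was measured in rats that inhaled the particles and gases of a laser printer and in rats that inhaled filtered air. On days 1, 5, 9 and 13 there were 5 arrays in each arm, on day 17 there were 4 in filtered air and 5 exposed, and on day 21 there were 6 in each arm. A further 4 air and 4 exposed rats of day 21 carried a telemetry implant. Median log2 intensities per array lay between 2.44 and 2.78, and the correlation between arrays lay between 0.8786 and 0.9698, with a median of 0.954 within groups and 0.9512 between groups. The lower quartile of the intensities of an array followed the leading principal component (11.91% of the variance; n = 69, Pearson r = 0.968, Spearman rho = 0.946, 0.955 without the 2 outermost arrays; permutation p and adjusted p = 1e-05 for either coefficient, the smallest the permutations can give, over 3 relations tested). It was also higher on early days (n = 61 arrays without telemetry, Pearson r = −0.544, Spearman rho = −0.629, −0.525 without 2 arrays, with the same permutation p). It followed the mean of the olfactory receptor genes as well, which blood cells are not known to express as a class (n = 69, Pearson r = 0.981, Spearman rho = 0.962, 0.976 without 2 arrays, with the same permutation p).

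The day 1 comparison asked how blood transcripts stood after a single exposure. Platelet genes had higher values in exposed rats: 13 of the 14 measured members of the list not taken from the study were higher, with a median of 0.43 on the log2 scale (camera adjusted p = 1.58e-05, or adjusted p = 0.45 with an estimated correlation). Examples were Mmrn1, a platelet granule protein (0.65 ± 0.30, limma adjusted p = 0.731), Sparc (0.60 ± 0.30, 0.756) and Nrgn (0.47 ± 0.23, 0.745). The 19 platelet genes that the study itself chose on these samples, which are not independent evidence, had a median of 0.73 (adjusted p = 1.32e-12, or adjusted p = 0.45 with an estimated correlation), and 0 passed over all genes while 12 passed adjusted over the list alone. They included Ppbp, a platelet chemokine precursor (1.47 ± 0.51), and Gp5, a subunit of the von Willebrand factor receptor (0.96 ± 0.33). All 24 T cell genes were lower (median −0.26, adjusted p = 2.06e-09, or adjusted p = 0.45 with an estimated correlation), among them Cd4 (−0.44 ± 0.18) and Themis (−0.47 ± 0.19).

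Platelet genes moved with a single air array on day 1. In Air_D1 replicate 2 the mean of the independent platelet list was 6.02, against 8.26 to 8.54 in the other 4 air arrays and 8.46 to 8.91 in the 5 exposed arrays. The list is independent of the study's choice of genes but was measured on the same arrays, so it is no separate evidence. The difference between arms was 0.75 with all arrays (exact permutation p = 0.0238, adjusted 0.345) and 0.28 without that array (exact permutation p = 0.0397). The array also had the highest lower quartile of its group (1.8 against 1.48 to 1.53), and it was low in neutrophil genes (3.704 against 5.198 to 5.624) and monocyte genes (4.545 against 5.742 to 6.402) as well.

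Further lists were lower on day 1. Camera called the monocyte list (median −0.17, 18 of 20 members lower, adjusted p = 0.00796, or adjusted p = 0.796 with an estimated correlation), although its mean per array without weights differed by 0.01 with all arrays, by −0.30 without Air_D1 replicate 2 and by up to 0.16 without another array. The glucocorticoid list had 10 of 13 members lower (median −0.25, adjusted p = 0.00796, or adjusted p = 0.45 with an estimated correlation), with the stress-responsive Ddit4 at −0.69 ± 0.31 and Errfi1 at −0.77 ± 0.29. Interferon-stimulated genes had a median of −0.25 (adjusted p = 0.00859, or adjusted p = 0.796 with an estimated correlation), with Oasl2, an antiviral synthetase family member, at −0.70 ± 0.33. NK and cytotoxic genes had the same median (adjusted p = 0.0167, or adjusted p = 0.796 with an estimated correlation), with the pore-forming Prf1 at −0.50 ± 0.22. The circadian list had a median of −0.20 (adjusted p = 0.0419, or adjusted p = 0.51 with an estimated correlation). With 1 array left out the difference of list means, −0.10 for glucocorticoid genes, ranged from −0.29 (Air_D1 replicate 2) to −0.02, that of NK genes, −0.12, from −0.24 (the same array) to −0.05, that of circadian genes, −0.14, from −0.24 (the same array) to −0.07, and that of interferon-stimulated genes, −0.24, from −0.37 (PEP_D1 replicate 4) to −0.13. All 5 lists lost the camera call with 2 olfactory receptor components as covariates: monocyte (median −0.02, adjusted p = 0.594), glucocorticoid (−0.14, 0.305), interferon (−0.13, 0.214), NK (−0.19, 0.403) and circadian (−0.05, 0.57). No single gene passed in limma: 0 probe sets passed on day 1 and 2251 had an unadjusted p under 0.05. The named genes with the smallest p were Pigw of GPI anchor synthesis (−0.92 ± 0.22, adjusted p = 0.342), the chemokine receptor Cxcr6 (−1.34 ± 0.33, 0.342), the chaperonin subunit Tcp1 (−0.82 ± 0.22, 0.537), Aldh9a1 (−0.77 ± 0.20), Rbmx (−0.80 ± 0.22, 0.574), the calcium channel Trpv6 (0.75 ± 0.19, 0.387), Eno4 (0.74 ± 0.20, 0.537), Nkain3 (0.71 ± 0.19, 0.537), Krtap15-1 (0.61 ± 0.17, 0.537) and the chloride transporter Clcn4 (0.67 ± 0.18, 0.574). The air means of Trpv6 (1.45), Eno4 (1.39) and Krtap15-1 (1.11) lay below the lower quartile of those arrays, so their folds are taken against background.

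**Figure D1:**
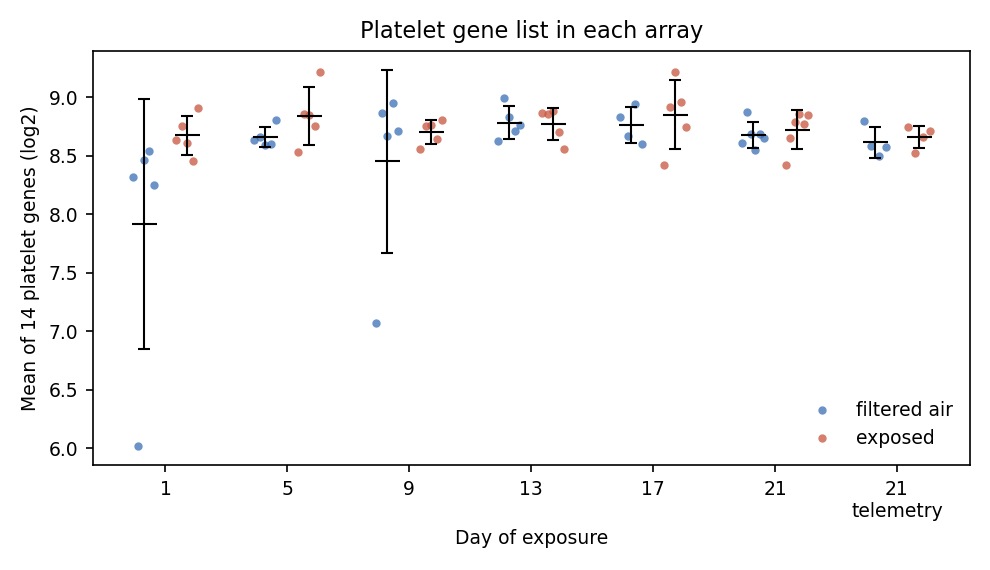
Mean log2 intensity of 14 platelet genes in each array (points), by day of exposure and treatment (filtered air and exposed), with the group mean and standard deviation as black bars. On day 1 a single air array sits at 6.02 while the other 4 air arrays lie between 8.26 and 8.54.

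On day 5, monocyte genes had lower values in exposed rats. Of 20 measured members 19 were lower, with a median of −0.37 (camera adjusted p = 7.12e-07, or adjusted p = 0.516 with an estimated correlation), and the list mean per array gave an exact permutation p of 0.00794, adjusted 0.115, for 5 against 5 arrays. Examples were the lysosomal protein Cd68 (−0.64 ± 0.23, limma adjusted p = 0.742), the macrophage growth factor receptor Csf1r (−0.52 ± 0.23, 0.812) and the transcription factor Klf4 (−0.63 ± 0.26, 0.798). B cell genes (13 of 14 lower, median −0.24, adjusted p = 0.00606, or adjusted p = 0.574 with an estimated correlation) and MHC class II genes (9 of 10 lower, median −0.25, adjusted p = 0.0395, or adjusted p = 0.574 with an estimated correlation) were lower as well, with Cd22 at −0.36 ± 0.19 and RT1-Ba at −0.32 ± 0.20. Platelet genes had higher values, with a median of 0.25 in the independent list (adjusted p = 0.0286) and 0.35 in the list of the study (adjusted p = 0.000151, not independent evidence), each with an adjusted p = 0.574 with an estimated correlation. Olfactory receptor genes (1031 measured, median 0.06) and vomeronasal receptor genes (130, median 0.09) were also called (adjusted p = 0.0395 for each, or adjusted p = 0.574 with an estimated correlation). Without PEP_D5 replicate 1, an array of weight 0.286, the difference of list means went from −0.35 to −0.14 for B cell genes, from −0.32 to −0.16 for MHC class II genes and from 0.12 to 0.06 for vomeronasal genes. With 1 array left out that of the independent platelet list, 0.18, ranged from 0.09 (PEP_D5 replicate 5) to 0.26, and that of olfactory genes, 0.10, from 0.05 to 0.15. In the platelet list of the study it went from 0.33 to 0.19 without PEP_D5 replicate 5. With the olfactory components as covariates the call was lost for B cell (median −0.04, adjusted p = 0.591), MHC class II (−0.10, 0.647), olfactory (−0.01, 0.99) and vomeronasal genes (0.01, 0.647). For olfactory genes this loss is by construction, since the covariates are components of the same genes. Olfactory and vomeronasal genes moved with the lower quartile of the arrays, which averaged 1.582 ± 0.121 in exposed rats and 1.514 ± 0.037 in air (n = 5 each).

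In limma 0 probe sets passed on day 5, and 1917 had an unadjusted p under 0.05. The genes named by the smallest p were Sprn, a prion-like protein (0.92 ± 0.21, adjusted p = 0.246), Zfhx4 (0.90 ± 0.24, 0.497), Zfp949 (0.84 ± 0.23, 0.504), the tRNA methyltransferase Trmt10b (0.79 ± 0.23, 0.629), Slc13a2 (0.60 ± 0.18, 0.63), Gorasp1 of the Golgi (−0.65 ± 0.15, 0.246), Neurl4 (−0.90 ± 0.21, 0.305), Wfs1 of the endoplasmic reticulum (−0.96 ± 0.25, 0.449), the sorting nexin Snx4 (−0.60 ± 0.16, 0.497) and the immediate early gene Ier2 (−0.94 ± 0.28, 0.63). The whole immediate early list, which responds to handling, had a median of −0.09 and was not called by camera.

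On day 9, 2 probe sets without a gene symbol fell in exposed rats (n = 5 each). Probe set 17647940 was at 1.31 ± 0.15 against 2.29 ± 0.70 in air (−1.04 ± 0.19, limma adjusted p = 0.0219), and probe set 17800168 at 5.12 ± 0.34 against 6.08 ± 0.08 (−0.98 ± 0.19, 0.0493). The exposed mean of probe set 17647940 lies below the lower quartile of those arrays (1.513), so the size of its fall is taken against background. With cyclic loess, with only the arrays of the day, with the replicate number as a block or with the olfactory components as covariates 0 probe sets passed on day 9. All 10 MHC class II genes, which present antigen, were higher (median 0.27, camera adjusted p = 0.0247, or adjusted p = 0.957 with an estimated correlation), with RT1-Da at 0.36 ± 0.19 and its chaperone Cd74 at 0.23 ± 0.16. Without Air_D9 replicate 1 the difference of the means of this list went from 0.33 to 0.20, and with the olfactory components 0 lists were called. On this day Air_D9 replicate 1 was low in platelet genes (7.07 against 8.67 to 8.96 in the other air arrays). A further 2432 probe sets had an unadjusted p under 0.05, and leaving out 1 array at a time gave between 0 and 7 passing probe sets.

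No named gene passed on day 9. Those with the smallest p included Ndp, a Wnt pathway ligand (−0.71 ± 0.15, adjusted p = 0.0942), the histone gene Hist2h2aa2 (−1.27 ± 0.32, 0.25), Entrep1 (−1.19 ± 0.30, 0.25), Fam89b (−0.73 ± 0.18, 0.243), the cold sensor Trpm8 (−0.61 ± 0.16, 0.315), the centrosome gene Cetn3 (1.01 ± 0.26, 0.25), the lymphocyte chemokine receptor Ccr6 (0.87 ± 0.23, 0.342), Abcb8 (0.70 ± 0.17, 0.243), Purb (0.64 ± 0.15, 0.243) and Crebzf (0.69 ± 0.18, 0.321). The histone list, with 39 members, had a median of −0.07 and was not called.

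On day 13, Rab38 and Doc2a fell in exposed rats (n = 5 each). Rab38, a small GTPase of lysosome-related organelles such as melanosomes and platelet dense granules, was at 2.60 ± 0.08 in exposed rats and 3.59 ± 0.23 in air (−0.97 ± 0.18, limma adjusted p = 0.032). Doc2a, a calcium sensor of vesicle release, was at 1.61 ± 0.21 and 2.46 ± 0.30 (−0.82 ± 0.16, 0.032), near the low end of the intensity range. Monocyte genes had lower values, 16 of 20 (median −0.31, camera adjusted p = 0.014, or adjusted p = 0.974 with an estimated correlation), with the chemokine receptor Ccr2 at −0.74 ± 0.27 and Cd14 at −0.56 ± 0.24. The difference of the means of this list was −0.13 with all arrays, −0.30 without Air_D13 replicate 1 and as little as −0.03 without another array. The lung epithelium and endothelium list had a median of −0.19 (13 genes, camera adjusted p = 0.0605; exact permutation p = 0.00794, adjusted 0.23). A count of 2 probe sets passed, against 2633 at an unadjusted p under 0.05, and 0 passed without the 4 arrays of weight under 0.5, of which Air_D13 replicate 1 is 1. With only the arrays of the day 0 passed (adjusted p = 0.113 for Rab38 and 0.544 for Doc2a), and leaving out 1 array gave between 0 and 5. Of 100 splits of the arrays, 10 had as many.

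Named genes of day 13 that did not pass were the ribosome biogenesis factor nucleolin, Ncl (0.70 ± 0.15, adjusted p = 0.127), Uprt (0.85 ± 0.19, 0.251), Mkks (0.80 ± 0.19, 0.268), the neurotrophic cytokine Cntf (0.72 ± 0.18, 0.268), Tut1 (0.67 ± 0.17, 0.268), the desmosomal cadherin Dsc3 (−0.64 ± 0.16, 0.268), Hdlbpl1 (−0.67 ± 0.18, 0.282) and Lgi3 (−0.59 ± 0.17, 0.312). Ribosomal protein genes (111 measured) had a median of 0.09 and cell cycle genes (28) of 0.20, and camera called neither list.

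On day 17, T cell genes and oxidative phosphorylation genes had slightly higher values in exposed rats, 23 of 24 and 44 of 56 respectively. Their medians were 0.13 and 0.14 (camera adjusted p = 0.000867 for each, or adjusted p = 0.754 and 0.727 with an estimated correlation), with the T cell receptor subunit Cd3d at 0.38 ± 0.21 and the complex I subunit Ndufv2 at 0.46 ± 0.20. B cell genes had lower values, 13 of 14 (median −0.25, adjusted p = 0.00115, or adjusted p = 0.754 with an estimated correlation), with the B lineage factor Pax5 at −0.47 ± 0.22. So did MHC class I genes, 14 of 18 (median −0.24, adjusted p = 0.00911, or adjusted p = 0.447 with an estimated correlation), with RT1-T24-1 at −0.68 ± 0.25 and RT1-CE11 opposite at 0.85 ± 0.38. NK and cytotoxic genes had a median of 0.15 (adjusted p = 0.0403, or adjusted p = 0.754 with an estimated correlation), with the receptor Klrd1 at 0.58 ± 0.21. With 1 array left out the difference of list means ranged from 0.04 to 0.27 (Air_D17 replicate 4) for T cell genes (0.14 with all arrays), from 0.07 (Air_D17 replicate 2) to 0.19 for oxidative phosphorylation (0.14), from −0.43 to −0.11 (PEP_D17 replicate 3) for B cell genes (−0.27) and from 0.10 to 0.26 (Air_D17 replicate 3) for NK genes (0.17).

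In limma 0 probe sets passed on day 17, against 1667 at an unadjusted p under 0.05. The genes named were Rcc1l (0.74 ± 0.19, adjusted p = 0.878), the linker histone H1f6 (0.87 ± 0.23, 0.878), the motor protein Myo10 (0.62 ± 0.18, 0.878), Mydgf (0.62 ± 0.17, 0.878), the splicing factor Srsf9 (0.69 ± 0.20, 0.878), Snap47 (−0.71 ± 0.17, 0.751), the trace amine receptor Taar7a (−0.81 ± 0.22, 0.878), Doxl1 (−0.62 ± 0.17, 0.878), Wnt2b (−0.64 ± 0.19, 0.894) and Uqcr11l1 (−0.77 ± 0.23, 0.894).

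On day 21, with 6 rats in each arm, genes of the Nrf2 oxidative stress list had lower values in exposed rats, 14 of 16 (median −0.20, camera adjusted p = 0.00157, or adjusted p = 0.3 with an estimated correlation; exact permutation p = 0.0108, adjusted 0.251). The haem-degrading enzyme Hmox1 was at −0.63 ± 0.25, the peroxidase Gpx1 at −0.28 ± 0.13 and the transketolase Tkt at −0.26 ± 0.10. Erythroid and reticulocyte genes were lower in 17 of 19 (median −0.22, adjusted p = 0.00157, or adjusted p = 0.93 with an estimated correlation), with the mitochondrial iron importer Slc25a37 at −0.30 ± 0.16. Monocyte genes (median −0.22) and T cell genes (median 0.10) shared an adjusted p of 0.00263 (adjusted p = 0.93 with an estimated correlation), with the macrophage receptor Adgre1 at −0.51 ± 0.19 and the kinase Zap70 at 0.31 ± 0.12. The platelet list of the study, not independent evidence, had a median of 0.15 (adjusted p = 0.036, or adjusted p = 0.93 with an estimated correlation). With 1 array left out the difference of list means ranged from −0.28 to −0.08 for erythroid genes (−0.18 with all arrays), from 0.06 to 0.14 for T cell genes (0.11) and from 0.09 to 0.24 for this platelet list (0.14), in each case with Air_D21 replicate 2 moving it most.

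In limma 0 probe sets passed on day 21, against 1695 at an unadjusted p under 0.05, the smallest adjusted p being 0.8423. Genes named by the smallest p were the calcium sensor Hpca (0.91 ± 0.24), Rimkla (0.69 ± 0.19), Zfp53 (1.02 ± 0.28), Thap4 (0.60 ± 0.18), Serpina3j (0.65 ± 0.20), the peptidoglycan recognition protein Pglyrp4 (−0.98 ± 0.24), Pter (−0.78 ± 0.22), the 12-lipoxygenase gene Alox12e (−0.84 ± 0.25), Ptges3l1 (−1 ± 0.31) and Lrrc61 (−0.65 ± 0.20), each at an adjusted p of 0.842.

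In the telemetry rats of day 21, 4 exposed and 4 in air, 2 probe sets without a symbol changed. Probe set 17792068 rose from 1.62 ± 0.83 in air to 3.95 ± 1.04 (2.17 ± 0.35, limma adjusted p = 0.00247) and probe set 17822214 fell from 2.09 ± 0.60 to 0.95 ± 0.12 (−1.20 ± 0.21, 0.0108), the exposed mean lying below the lower quartile of those arrays (1.454), at background. NK and cytotoxic genes had higher values in exposed rats, 21 of 23 (median 0.39, camera adjusted p = 4.32e-08, or adjusted p = 0.233 with an estimated correlation), including the granzyme Gzma (1.31 ± 0.32, adjusted p = 0.244), the receptor Ncr1 (0.72 ± 0.25, 0.761) and Prf1 (0.55 ± 0.20, 0.806). Oxidative phosphorylation genes (46 of 56 higher, median 0.11, adjusted p = 0.000441, or adjusted p = 0.478 with an estimated correlation) and neutrophil genes (20 of 25 higher, median 0.23, adjusted p = 0.0101, or adjusted p = 0.889 with an estimated correlation) were also higher, with Padi4, which modifies histones in neutrophils, at 0.61 ± 0.22. MHC class II genes (9 of 10 lower, median −0.21, adjusted p = 0.00484, or adjusted p = 0.632 with an estimated correlation) and B cell genes (11 of 14 lower, median −0.14, adjusted p = 0.016, or adjusted p = 0.889 with an estimated correlation) were lower, with RT1-Db2 at −0.64 ± 0.22 and Vpreb3 at −0.69 ± 0.25. Leaving out 1 array, the difference of list means ranged from 0.23 (PEP_D21T replicate 2) to 0.46 for NK genes (0.36 with all arrays), from −0.42 to −0.24 (PEP_D21T replicate 4) for MHC class II genes (−0.37), from 0.13 (Air_D21T replicate 1) to 0.26 for neutrophil genes (0.21) and from −0.29 (the same array) to −0.11 for B cell genes (−0.19).

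Beside these, 1820 probe sets had an unadjusted p under 0.05 in the telemetry rats. Named genes that did not pass were the scavenger receptor Scart1 (1.07 ± 0.25, adjusted p = 0.177), the Hippo kinase Lats2 (0.82 ± 0.19, 0.185), Shc2 (0.72 ± 0.18, 0.285), Cd300c2l1 (0.92 ± 0.25, 0.402), the placental hormone gene Prl3d1 (−0.92 ± 0.19, 0.0825), Scara3 (−0.60 ± 0.14, 0.178), C14h4orf19 (−0.64 ± 0.16, 0.342), Syt13 (−0.62 ± 0.16, 0.382) and Adamts12 (−0.72 ± 0.19, 0.402). The 2 passing probe sets were 9 without Air_D21T replicate 1, 8 without PEP_D21T replicate 4 and 1 without PEP_D21T replicate 1. Without array weights 1 passed and with only the arrays of the day 0, and 17 of 35 splits had as many.

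Over the 6 days, camera at the preset correlation called platelet genes higher in exposed rats and monocyte genes lower, while fry called 0 lists. The mean exposure effect had a median of 0.14 over the independent platelet list (12 of 14 higher, camera adjusted p = 0.000135, or adjusted p = 0.87 with an estimated correlation) and 0.25 over the list of the study, not independent evidence (18 of 19 higher, adjusted p = 3.74e-12, or adjusted p = 0.82 with an estimated correlation). It was −0.14 over the monocyte list (17 of 20 lower, adjusted p = 5.92e-05, or adjusted p = 0.87 with an estimated correlation). Day 1 holds the platelet-poor air array described above and day 9 another. Without the former the difference of means of the independent list on day 1 went from 0.75 to 0.28. Without the latter, Air_D9 replicate 1, that of day 9 went from 0.25 to −0.10. With all arrays it was 0.18 on day 5, −0.01 on day 13, 0.09 on day 17 and 0.05 on day 21. Both platelet lists were measured on the same arrays, so they do not count as separate evidence. In limma 0 probe sets passed for the mean effect (2108 at an unadjusted p under 0.05, smallest adjusted p = 0.459), and 0 for a difference of the effect between days (2398 at an unadjusted p under 0.05, smallest adjusted p = 0.1505). The median 95% confidence interval of a probe set reached 0.172 to either side of its mean effect, against 0.338 on day 21 and 0.459 on day 1.

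Camera did not call the remaining lists on any day of exposure. On day 5 the NF-kB and acute inflammation list was at −0.15. The aryl hydrocarbon and xenobiotic list, which holds the detoxification genes induced by combustion products, had 12 of 15 members higher on day 5 with a median of 0.21 (camera adjusted p = 0.089, fry 0.144, exact permutation p = 0.00794, adjusted 0.115). On day 9 linoleic and arachidonic acid metabolism genes were at 0.12, fatty acyl-CoA and unsaturated fatty acid genes at 0.12, and histidine and histamine genes at 0.10. On day 21 the basophil, mast cell and eosinophil list was at −0.10, and heat shock and unfolded protein genes were at −0.01.

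Without regard to p, many probe sets reached 1.5-fold. On day 1 there were 2534 (1259 higher, 1275 lower), on day 5 there were 2364, on day 9 there were 2291, on day 13 there were 2024, on day 17 there were 2110, on day 21 there were 1143 and in the telemetry rats 2003. Among genes with 1 symbol these were 341, 266, 248, 193, 191, 65 and 190, and for the mean of the 6 days 3. Random regroupings of the same arrays reached similar counts, with a highest value of 2842 on day 1, 2849 on day 5 and 1404 on day 21. The mean Pearson correlation of fold changes between days, taken across probe sets, which are not independent replicates, was 0.

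**Figure D2:**
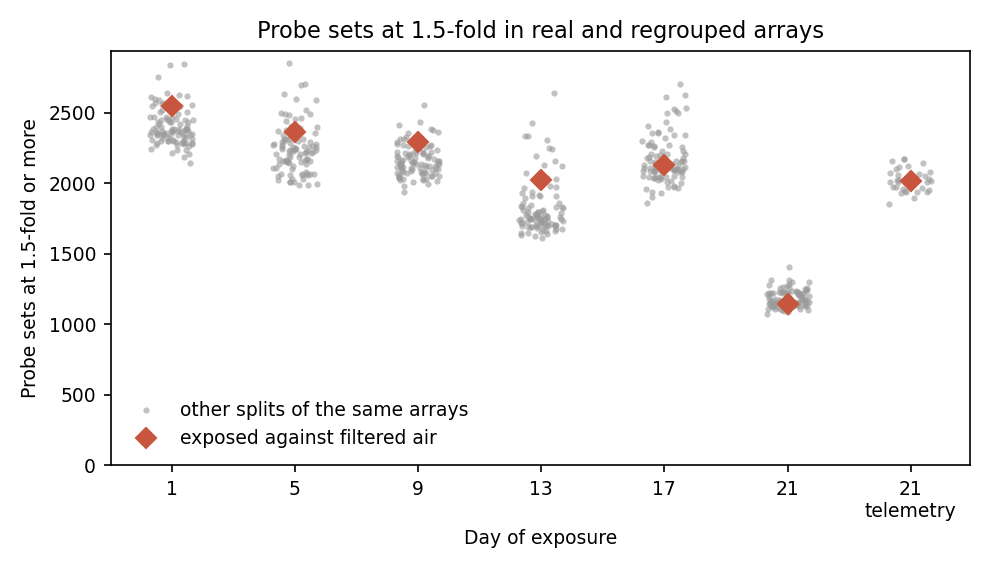
Number of probe sets at 1.5-fold or more (vertical axis) for each day of exposure, with exposed against filtered air as diamonds and other splits of the same arrays as grey points. On each day some other splits lie above the diamond, as on day 21 with 1145 for the real split and 1404 for the highest other, array weights being estimated again in each split.

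The study's text and blood pathway table name genes by day and direction, of which 103 entries were listed here; the many olfactory receptor genes of that table were left out. Of the entries 79 were matched here, and 76 of them (96.2%) had the direction given, 53 also at an unadjusted p under 0.05. In limma 0 passed over all genes and 35 passed adjusted over the list alone, which is not independent evidence since they were chosen on these samples. Examples were the anticoagulant Pros1 on day 5 (0.97 ± 0.30), the exon junction gene Magoh on day 13 (1.05 ± 0.29), the haemoglobin scavenger Hp on day 17 (0.75 ± 0.35) and the granzyme Gzmb on day 21 (−0.74 ± 0.33). On day 13 the histamine-forming Hdc (−0.90 ± 0.37), Maob (−0.63 ± 0.34) and the proton pump subunit Atp6v0e1 (−0.30 ± 0.14) had the opposite direction.

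The comparison of telemetry rats with other rats in filtered air on day 21 was a comparison of 2 groups of rats, in which the implant is not separated from surgery, housing or origin. Inhibitory and activating NK cell receptor genes rose in the 4 implanted rats against 6 others: Klrc3 stood at 4.05 ± 1.33 against 1.39 ± 0.18 (2.74 ± 0.44, limma adjusted p = 0.000216), Klrc1 at 5.34 ± 0.16 against 3.43 ± 0.35 (1.90 ± 0.28, 2.91e-05) and Klri2 rose by 1.59 ± 0.30 (0.00208). In rats without the implant Klrc3 and Klri2 (mean 1.16) lay below the lower quartile of their arrays (1.442), so the sizes of these rises are taken against background. The chemokines Ccl5 (1.15 ± 0.19, 0.000413), Ccl4 (1.07 ± 0.26, 0.0288) and Cxcl16 (1.65 ± 0.41, 0.0411) also rose, as did the G protein subunit Gnai1 (1.92 ± 0.22, 1.14e-07). For Gnai1 the groups overlapped, the lowest implanted rat standing at 2.28 against up to 2.38 in the others. So they did for Cxcl16, at 3.19 against up to 4.71. T cell genes fell, among them the receptor adaptor Trat1 (−0.99 ± 0.17, 0.000602), Cd3d (−0.99 ± 0.19, 0.00213), the cytokine receptor Il7r (−0.83 ± 0.18, 0.0171) and Ubash3a (−0.70 ± 0.14, 0.00438). Of 24 T cell genes 5 fell over all genes and 14 passed adjusted over the list alone (median −0.36, camera adjusted p = 5.65e-14, or adjusted p = 0.248 with an estimated correlation, fry 0.0387). Of 23 NK and cytotoxic genes 5 rose over all genes and 11 passed adjusted over the list alone (median 0.47, camera adjusted p = 9.77e-12, or adjusted p = 0.0541 with an estimated correlation, fry 0.00452, exact permutation p = 0.00476, adjusted 0.138).

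Some of these calls depend on the fit: without array weights the adjusted p was 0.11 for Cxcl16, 0.116 for Ccl4, 0.0932 for Trat1 and 0.133 for Cd3d, and with 1 array left out it reached 0.423 for Cxcl16 (1.12) and 0.132 for Ccl4 (0.95). With the replicate number as a block the limma adjusted p was 0.0628 for Cxcl16 and 0.0618 for Ccl4.

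In total 160 probe sets differed between implanted and other rats in filtered air, 73 higher and 87 lower, including 66 genes with 1 symbol. Further genes that differed were Fam111a, an antiviral restriction factor (2.65 ± 0.66, adjusted p = 0.0402), the fatty acid elongase Elovl6 (−0.86 ± 0.20, 0.0206), Spmap2l (−1.41 ± 0.27, 0.00225), the immune cell transcription factor Zfat (−1.08 ± 0.18, 0.000406), the aldehyde reductase Akr7a3 (−1.02 ± 0.23, 0.0175), the membrane progestin receptor Paqr5 (−1.01 ± 0.20, 0.0039) and Def8 (−0.99 ± 0.25, 0.0453). Without array weights the adjusted p was 0.215 for Fam111a, 0.227 for Akr7a3, 0.0596 for Paqr5 and 0.26 for Def8, and with 1 array left out it reached 0.227 for Fam111a, 0.124 for Akr7a3, 0.204 for Paqr5 (−0.61) and 0.199 for Def8. Monocyte genes had higher values, 18 of 20 (median 0.28, camera adjusted p = 0.000112, or adjusted p = 0.556 with an estimated correlation), as did erythroid genes (median 0.23, 0.0026, or adjusted p = 0.769 with an estimated correlation). Smaller medians were called for NF-kB genes (0.11, 0.0282, or adjusted p = 0.561 with an estimated correlation), Nrf2 genes (0.18, 0.0459, or adjusted p = 0.556), cell cycle genes (0.18, 0.0459, or adjusted p = 0.561) and histone genes (0.10, 0.0466, or adjusted p = 0.556), the last 3 p values again with an estimated correlation. Leaving out 1 array, the difference of list means ranged from 0.03 to 0.40 (Air_D21T replicate 4) for erythroid genes (0.20 with all arrays) and from 0.05 (Air_D21T replicate 2) to 0.15 for Nrf2 genes (0.11). Leaving out Air_D21T replicate 2 left 66 passing probe sets, Air_D21 replicate 5 left 93 and Air_D21 replicate 3 left 96, and the fit without array weights gave 32.

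**Figure D3:**
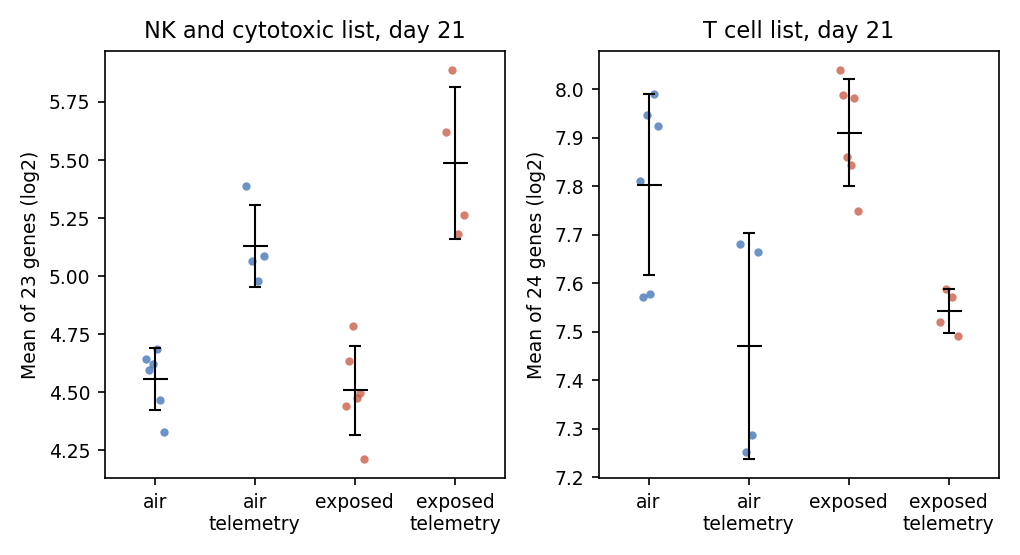
Mean log2 intensity of 23 NK and cytotoxic genes (left) and 24 T cell genes (right) in each day 21 array (points), by treatment and implant, with the group mean and standard deviation as black bars. In filtered air the median log2 change of the members between implanted and other rats was 0.47 for the NK list and −0.36 for the T cell list. These medians come from the weighted fit and are not differences of the plotted means.

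Whether the exposure effect itself differed with the implant was tested as a difference of differences. In limma 0 probe sets passed, against 1799 at an unadjusted p under 0.05 (smallest adjusted p = 0.1483). NK and cytotoxic genes differed by a median of 0.43 (camera adjusted p = 6.64e-05, or adjusted p = 0.261 with an estimated correlation) and oxidative phosphorylation genes by 0.18 (0.000218, or adjusted p = 0.261 with an estimated correlation).

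The course over days in filtered air gave the change without exposure. A gene is counted here when it passes the limma F-test over all 6 days, which does not test day 21 against day 1 alone, and the day 21 minus day 1 value is given as a direction with its own adjusted p where named direct. Erythroid and reticulocyte genes were lower on day 21 (n = 6) than on day 1 (n = 5) in 19 of 19 members (median −0.64, camera adjusted p = 2.72e-12, or adjusted p = 0.158 with an estimated correlation, fry 0.0048, exact permutation p = 0.0152, adjusted 0.0366). Of these 2 passed the F-test over all genes and 10 adjusted over the list alone, Slc25a37 at −0.99 ± 0.19 (limma F-test adjusted p = 0.00593, direct 0.00281) and the haem synthesis enzyme Alad at −0.83 ± 0.24 (0.00739, direct 0.0577). With 2 olfactory receptor components as covariates both lost the call, at −0.83 (F-test adjusted p = 0.176) for Slc25a37 and −0.66 (0.131) for Alad. Oxidative phosphorylation genes were lower (median −0.27, 7e-06, or adjusted p = 0.16 with an estimated correlation, fry 0.00595), 10 passing the F-test with lower and 1 with higher values on day 21, such as Cox4i1 of complex IV (−0.51 ± 0.11, 0.00362, direct 0.0101) and Atp5mf of the ATP synthase (−0.73 ± 0.18, 0.00447, direct 0.0208). In the Nrf2 list 5 genes passed with lower values on day 21, including thioredoxin Txn1 (−0.67 ± 0.15, 0.00352, direct 0.00976) and the glutathione synthesis gene Gclm (−0.72 ± 0.15, 0.005, direct 0.00435), while the list median was −0.04 (0.039, or adjusted p = 0.281 with an estimated correlation) and the difference of list means, −0.03, ranged from −0.16 without Air_D1 replicate 2 to 0.03. The clock gene Per1 was higher (0.78 ± 0.17, 0.0155, direct 0.0101), within a circadian list in which 10 of 10 members were higher (median 0.33, 0.000381, or adjusted p = 0.158 with an estimated correlation, fry 0.0048).

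In all, 618 probe sets changed over the 6 days in filtered air and 1610 in exposed rats, 252 of them in both where 29.1 would be shared by independent sets of this size, and 250 of the 252 had the same sign of day 21 minus day 1. The F-tests of the 2 arms share 1 estimate of the spread per probe set, so the sets are not independent. The range of the arrays also moved alike in both arms, so the overlap cannot tell a biological change from a technical one. Genes that passed the F-test in air with the largest higher values on day 21 were Alox12e (1.37 ± 0.29, adjusted p = 0.00327, direct 0.00674), Cd244l1 of the family of an NK receptor (1.36 ± 0.28, 0.0207, direct 0.00435), the serotonin receptor Htr1b (1.10 ± 0.32, 0.00499, direct 0.0556), Gapt (1.08 ± 0.34, 0.0353, direct 0.0762) and the G protein Gnaz (1.04 ± 0.25, 0.0127, direct 0.0178). Those with the largest lower values were Tinagl1 (−1.52 ± 0.23, 1.11e-05, direct 0.00011), the spindle gene Spag5 (−1.49 ± 0.34, 0.0034, direct 0.0101), the proton-sensing receptor Gpr4 (−1.47 ± 0.32, 0.000481, direct 0.00837), the glutathione transferase Gstm5 (−1.31 ± 0.32, 0.0135, direct 0.0196) and Amn1 (−1.28 ± 0.23, 0.00243, direct 0.00126). The lower quartile of the arrays fell alongside, from 1.57 ± 0.13 to 1.442 ± 0.023 in air and from 1.604 ± 0.084 to 1.449 ± 0.027 in exposed rats. With 2 olfactory receptor components as covariates, 42 probe sets passed in air and 19 in exposed rats. Calls were then lost with folds of similar or somewhat smaller size for Alox12e (1.25, F-test adjusted p = 0.0602), Cd244l1 (1.02, 0.297), Htr1b (1.05, 0.056), Gapt (0.89, 0.255), Gnaz (0.96, 0.0682), Spag5 (−1.20, 0.087), Gstm5 (−1.21, 0.155) and Amn1 (−1.19, 0.0602), while Tinagl1 and Gpr4 kept their call. The same was seen for Cox4i1 (−0.42, 0.0691), Atp5mf (−0.59, 0.131), Txn1 (−0.62, 0.0602), Gclm (−0.58, 0.155) and Per1 (0.57, 0.249). Over the 618 probe sets the median spread between the day means was 0.30 without and 0.26 with the components. Without Air_D21 replicate 3 the count in air was 247, without replicate 4 it was 318, and it was also lower by more than 1.5 times without replicate 5. In exposed rats it was 918 without PEP_D1 replicate 2 and also lower by more than 1.5 times without PEP_D21 replicate 5.

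**Figure D4:**
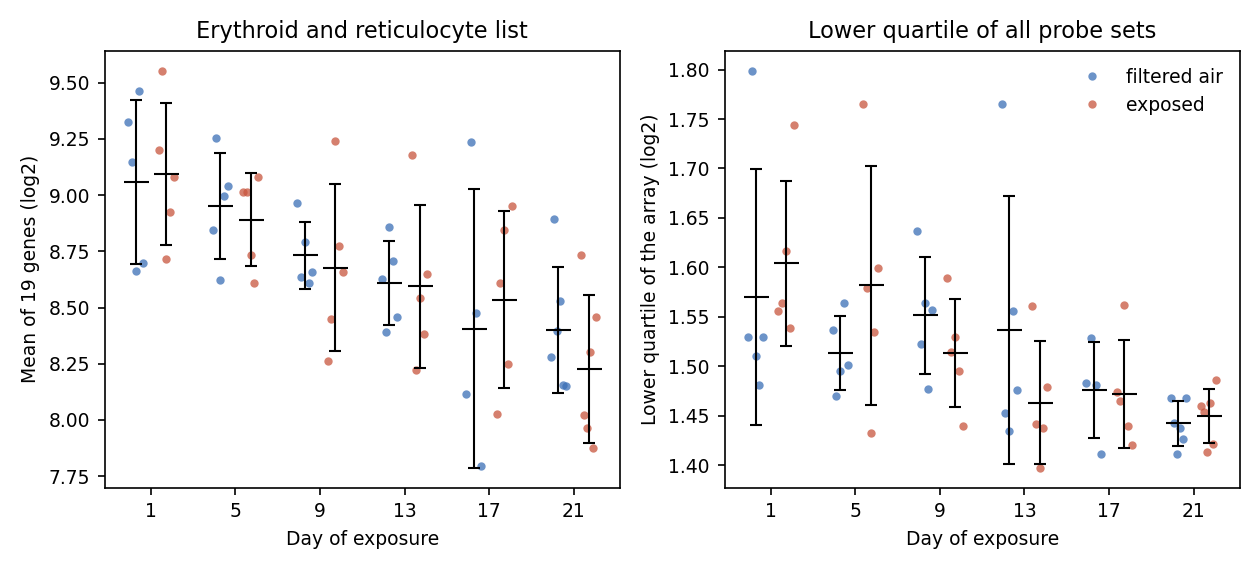
Mean log2 intensity of 19 erythroid genes (left) and lower quartile of all probe sets (right) in each array (points), by day of exposure and treatment, with the group mean and standard deviation as black bars. The lower quartile in air averages 1.57 on day 1 and 1.442 on day 21.

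Between day 1 and day 21 in air, camera also called platelet genes in the independent list (14 of 14 higher, median 0.43, adjusted p = 1.88e-05, or adjusted p = 0.205 with an estimated correlation) and in the list of the study (19 of 19 higher, median 0.64, 1.98e-08, or adjusted p = 0.205). These medians come from the weighted fit, in which Air_D1 replicate 2 counts little, and were not taken without it. The unweighted mean of the independent list differed by 0.76 with that array and by 0.28 without it. Bin2, a membrane-bending protein of this list, differed by 0.54 ± 0.13 (limma F-test adjusted p = 0.04, direct 0.0155), and its F-test adjusted p was 0.234 with the olfactory components (0.38) and up to 0.0923 with 1 array left out. Cell cycle genes were lower in 24 of 28 (median −0.27, 0.000381, or adjusted p = 0.162 with an estimated correlation), and Cdc20 stood at −0.83 ± 0.39 (limma F-test adjusted p = 0.0375, direct 0.266), a call lost with the olfactory components (−0.72, 0.241), without array weights (−0.98, 0.0819) and with 1 array left out (up to 0.0922). Glucocorticoid genes were higher in 12 of 13 (median 0.27, 0.00123, or adjusted p = 0.183), T cell genes in 23 of 24 (median 0.16, 0.000893, or adjusted p = 0.399) and MHC class II genes in 10 of 10 (median 0.27, 0.0149, or adjusted p = 0.311), the second p of each being with an estimated correlation. Without Air_D1 replicate 2 the difference of list means went from 0.48 to 0.28 for glucocorticoid genes, from 0.26 to 0.16 for T cell genes and from 0.41 to 0.27 for MHC class II genes. With the olfactory components T cell genes (median 0.04, camera adjusted p = 0.752) and MHC class II genes (0.06, 0.782) lost the call.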

Values the study reported

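In blood, the study measured 14,791 genes and took a 1.5-fold difference between exposed and filtered-air rats as its threshold. It reported 477 differentially expressed genes at day 1, 384 at day 5, 358 at day 9, 291 at day 13, 271 at day 17 and 98 at day 21.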

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

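The tests weighed in this part were all chosen after seeing the result they address. Within groups of 4 to 6 arrays, 7 measures were searched for a single array far from the others, and 6 of 98 group tests found one, where chance finds about 1 in 20. In Air_D1 replicate 2 the lower quartile was 1.8 against 1.48 to 1.53 in the other arrays of its group, the mean of the independent platelet list was 6.02 against 8.26 to 8.54, and that of the platelet list of the study was 4.54 against 7.69 to 8.42. In Air_D9 replicate 1 the platelet lists stood at 7.07 against 8.67 to 8.96 and at 6.42 against 8.57 to 8.82. In Air_D13 replicate 1 the T cell list stood at 6.78 against 7.56 to 7.76.

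A second search asked for lists whose exposure difference on day 21 differed between telemetry rats and the others, tested with camera on the difference of differences. NK and cytotoxic genes differed by 0.43 (−0.02 in other rats and 0.39 in telemetry rats, adjusted p = 6.64e-05), monocyte genes by 0.32 (−0.22 and 0.07, adjusted p = 0.00453, or adjusted p = 0.56 with an estimated correlation), Nrf2 genes by 0.30 (−0.20 and 0.12, 0.0121, or adjusted p = 0.261 with an estimated correlation) and neutrophil genes by 0.30 (−0.06 and 0.23, 0.0139, or adjusted p = 0.56 with an estimated correlation). Erythroid genes differed by 0.23 (−0.22 and 0.03, 0.0232, or adjusted p = 0.624 with an estimated correlation) and oxidative phosphorylation genes by 0.18 (−0.06 and 0.11, 0.000218). With an estimated correlation 0 lists were called, the smallest adjusted p being 0.261.

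The platelet difference of day 1 was weighed against the single platelet-poor air array. Without it the unweighted mean of the independent list differed by 0.28 in place of 0.75, so the array may account for most of that difference, while the weighted median, in which the array already counts little, went from 0.43 to 0.26 (camera adjusted p = 0.00337, or adjusted p = 0.535 with an estimated correlation) and in the list of the study from 0.73 to 0.53 (2.53e-08, or 0.457). The exact permutation p of what is left was 0.0397, adjusted 0.251 over the lists, but with 126 splits a single list could not reach an adjusted p under 0.05 by itself, so this test decides nothing. With all arrays the list median was 0.55 with 2 olfactory receptor components as covariates and 0.43 without them. A compressed range, as far as these components capture it, therefore does not account for the size with all arrays. With the components the camera adjusted p was 1.98e-10 and that of fry 0.111. What is left without the platelet-poor array was not tested with the components. The same array was low in neutrophil genes (3.704 against 5.198 to 5.624) and monocyte genes (4.545 against 5.742 to 6.402), so it is not low in platelet genes alone, and the cause was not tested.

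The telemetry difference in filtered air was weighed against intensity range and against a different origin of the rats. With the olfactory receptor components 167 probe sets passed against 160, so a compressed range is not the cause. Of the changed genes, 13 had another changed gene within 5 tested genes on the chromosome, where random sets had a median of 2 (permutation p = 7e-04), but without members of the immune lists and of the Klr and Ccl families it was 4 against 2 (permutation p = 0.28), so the test cannot tell a genetic origin from families of neighbouring genes. In exposed rats 64 of the 66 genes had the sign seen in air (97%; 2 of 210 splits as large, exact permutation p = 0.00952, with a highest other split of 64), which is consistent with a difference that the telemetry rats of both arms share. Surgery, housing or run of the implanted rats are not separated by the labels.

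The change over days was weighed against the compressed range of early arrays. With the olfactory receptor components 42 probe sets passed in filtered air against 618, and 19 in exposed rats against 1610, but the median spread between the day means of the probe sets that had passed was 0.26 against 0.30 in air and 0.22 against 0.28 in exposed rats. The median change from day 1 to day 21 went from 0.59 to 0.48 in air and from 0.61 to 0.39 in exposed rats. Of these probe sets 598 of 618 in air and 1528 of 1610 in exposed rats kept the sign. The sizes were thus somewhat smaller, and the median standard error of day 21 minus day 1 was 0.17 with and without the components. That error is not the one of the F-test that made the calls, and what ended the calls was not tested. The test therefore cannot tell whether the range causes the change. The erythroid fall in air kept a median of −0.49 against −0.64 (fry adjusted p = 0.0338 with the components, camera 8.6e-12), so the range is not the whole cause for the list, although both named genes that passed, Slc25a37 and Alad, lost their call with the components, still lower at −0.83 and −0.66 (F-test adjusted p = 0.176 and 0.131). A biological change with age or acclimatization and a technical drift along the days cannot be separated, since the labels give no array batch.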

How the results depend on the processing

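Of 209 genes followed, 41 of them past the threshold, array weights by restricted maximum likelihood and the absence of a variance filter kept all 209, a trended and robust prior 207, the replicate block 206 with 3 weaker, cyclic loess 202, the fit without the 4 low-weight arrays 201 with 7 weaker, and the fit without array weights 192 with 17 weaker. With 2 olfactory receptor components as covariates (added after seeing the data) 181 were kept, 26 were weaker and 1 reversed, and with the highest adjusted p of any left-out array 190 were kept and 19 were weaker. Kept means that a gene stayed on its side of the threshold with the same sign, so only the 41 called genes could become weaker. Of these 41, 26 lost their call with the olfactory components, 19 with the least favourable left-out array and 17 without array weights. Rab38, at −0.97 in each of these fits, had an adjusted p of 0.0728 without the low-weight arrays, 0.113 with only the arrays of the day and up to 0.161 with 1 array left out. With another array left out it stood at −0.85 (limma adjusted p = 0.148). Doc2a had an adjusted p of 0.0989 without array weights (at −0.85), 0.109 with cyclic loess (−0.77), 0.0501 with the olfactory components (−0.81), 0.0728 without the low-weight arrays (−0.82), 0.544 with only the arrays of the day (−0.82) and up to 0.285 with 1 array left out (−0.77). With another array left out it stood at −0.69 (limma adjusted p = 0.0854). Adgre1 between day 1 and day 21 in air reversed from 0.19 to −0.08 with the olfactory components, and Kif11, at −0.04, ranged from −0.13 to 0.02 with 1 array left out; the cause was not tested.

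With the olfactory components 0 probe sets passed on day 9 (from 2), 1 on day 13 (from 2), 42 over time in air (from 618) and 19 over time in exposed rats (from 1610), and camera called 3 lists on day 1 (from 8), 4 on day 5 (from 7), 0 on day 9 (from 1) and 10 over time in air (from 18). Of these lists the T cell list was newly called on day 5 (median 0.22, camera adjusted p = 3.17e-05). Over time in air the ribosomal protein list was newly called (−0.06, 0.0084). Camera with an estimated correlation called 0 lists in each of the 11 comparisons, where the preset called 8 on day 1, 7 on day 5, 1 on day 9, 1 on day 13, 5 on day 17, 5 on day 21, 5 in telemetry rats, 3 for the mean of days, 8 for telemetry in air, 6 for the difference with telemetry and 18 over time in air. Fry called 0 except 2 for telemetry in air and 10 over time in air. The preset of camera is 0.01, while the correlation estimated within the independent platelet list was 0.47 and within the monocyte list 0.37.

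With cyclic loess 0 probe sets passed on day 9, 1 on day 13 and 762 over time in exposed rats. Without array weights 1 passed on day 13, 1 in telemetry rats, 342 over time in air, 936 over time in exposed rats and 32 for telemetry in air, and camera called 4 lists on day 1, 4 on day 9, 5 on day 13 and 5 for telemetry in air. With only probe sets above the median mean 1 passed on day 13, 0 in telemetry rats and 1092 over time in air, and 1641, 1442, 1390, 1303, 1315, 673 and 1172 reached 1.5-fold on days 1, 5, 9, 13, 17, 21 and in telemetry rats, with fewer probe sets tested. With only probe sets of 1 symbol 1 passed on day 1, 1 on day 9, 0 in telemetry rats, 407 over time in air and 84 for telemetry in air, and 352, 272, 255, 205, 213, 69 and 200 reached 1.5-fold in the same order, again with fewer tested. With only the arrays of the day 1 passed on day 1, 0 on day 9, 0 on day 13, 1 on day 17 and 0 in telemetry rats. Without the 4 low-weight arrays (added after seeing the data) 4 passed on day 1, 1 on day 9, 0 on day 13 and 1049 over time in exposed rats, and camera called 4 lists on day 5. Where not given by fewer probe sets or arrays, the cause was not tested.

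With the replicate number as a block 3 probe sets passed on day 1 and 0 on day 9, and camera called 0 lists on day 13 and 4 for telemetry in air. The check of the pairing found 1 of 34 pairs with a correlation over 0.1 and the own number best in 10, with a median of 0.007 (−0.076 to 0.249), a hint from the data and not the design.

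With 1 array left out at a time, passing probe sets ranged from 0 to 3 on day 1, 0 to 3 on day 5, 0 to 7 on day 9, 0 to 5 on day 13, 0 to 2 on day 17, 0 to 0 on day 21, 1 to 9 in telemetry rats, 0 to 3 for a difference between days, 247 to 734 over time in air, 918 to 2100 over time in exposed rats, 66 to 188 for telemetry in air and 0 to 1 for the difference with telemetry. No left-out array moved a count at 1.5-fold by more than 1.5 times. A fit with surrogate variables (sva) as covariates, set before the values were seen, was not run. Genes with a group mean below the lower quartile of the arrays, near 1.5 on the log2 scale, have folds taken against background.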

Other observations

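The tests of regrouped arrays and of split levels in this part were chosen after seeing the counts they address. In 6 of 13586 genes the arrays fell into 2 separate levels with a gap of at least 1 on the log2 scale and at least 6 arrays on each side. Ctrb1, which encodes a pancreatic chymotrypsinogen, stood at 4.78 or less in 8 arrays and at 9.24 or more in 61, a gap of 4.46. Atp6ap1l (gap 3.66, 12 arrays below), the Ly6 family gene Ly6cl1 (2.68, 23 below), the serpin Serpinb11 (2.16, 9 below), Pcyt1b of phosphatidylcholine synthesis (1.39, 14 above) and RGD1309362 (1.31, 16 below) did the same. Neither level followed exposure (Fisher's exact p from 0.54 to 1, adjusted 0.962 to 1; for Ctrb1 5 exposed and 3 air arrays lay below). A variant carried by some outbred rats was not tested.

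Other lists called between day 1 and day 21 in air were olfactory receptor genes (707 of 1031 lower, median −0.09, camera adjusted p = 0.000627, or adjusted p = 0.205 with an estimated correlation), vomeronasal receptor genes (−0.11, 0.00301; 0.205), histone genes (−0.16, 0.0168; 0.183), B cell genes (0.24, 0.0192; 0.491), monocyte genes (0.21, 0.0318; 0.491), linoleic and arachidonic acid genes (0.23, 0.0414; 0.281), NF-kB genes (0.09, 0.0414; 0.355) and immediate early genes (0.19, 0.043; 0.281), the last value each time with an estimated correlation. In the linoleic and arachidonic acid list the leukotriene-forming Lta4h (day 21 minus day 1 0.46, direct limma adjusted p = 0.136, call lost with the olfactory components at 0.28, adjusted p = 0.255) and the desaturase Fads2 (−0.66, direct adjusted p = 0.0212) passed the F-test over the 6 days (adjusted p = 0.01 and 0.0183), as did the eosinophil receptor Ccr3 (0.70, 0.04, direct adjusted p = 0.0755). Without Air_D1 replicate 2 the difference of list means went from 0.33 to 0.18 for B cell genes, from 0.44 to 0.14 for monocyte genes, from 0.37 to 0.18 for linoleic and arachidonic acid genes, from 0.30 to 0.11 for NF-kB genes, from 0.23 to 0.11 for immediate early genes, and from −0.16 to −0.08 for olfactory and −0.09 for vomeronasal genes. With the olfactory components as covariates camera no longer called any of these lists except histone genes. For the olfactory list this is by construction, since the covariates come from the same genes.

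Regrouping the arrays at random within each day asked whether chance can be excluded for each count, the weights being estimated again in every split, so that real values differ slightly from those above. Where the real count of passing probe sets was 0, all 100 splits are as large by construction and regrouping decides nothing. There the highest other split had 7 on day 1, 7 on day 5, 18 on day 17, 4 on day 21, 2 for the mean of days, 3 for a difference between days and 5 for the difference with telemetry. For passing probe sets chance cannot be excluded on day 9 (2, highest other 4, 8 of 100 splits as large), on day 13 (2, highest other 189, 10 of 100) or in telemetry rats (2, highest other 10, 17 of 35). On day 13 the split with 189 is several times the real count and may point to a structure of the samples, but it is a single split, the next highest being 6, and no structure was tested. For probe sets at 1.5-fold it cannot be excluded on day 1 (2544, highest other 2842; 15 of 100), day 5 (2363, 2849; 21), day 9 (2290, 2552; 13), day 13 (2022, 2637; 15), day 17 (2126, 2703; 49), day 21 (1145, 1404; 72) or in telemetry rats (2013, 2172; 18 of 35). The mean correlation of fold changes between days was 0, with a highest other of 0.055 and 38 of 100 splits as large. No other split reached the real count for the change over time in air (630, highest other 209), over time in exposed rats (1660, 62) or for telemetry in air (161, 39). With the real split included this is 1 of 100 each time, the smallest share that 100 splits can give. No adjustment over the counts was made, so chance is unlikely for these 3 but not excluded.

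The number of genes with 1 symbol at 1.5-fold on day 13 was 193. That is lower than the value quoted from the study above. The number on day 21, without telemetry rats, was 65. That is lower than the value quoted from the study above. Counts on the other 4 days were lower as well, by less than 1.5 times. The sets of genes differ, with 13586 genes of 1 symbol tested here, and it is not known whether the telemetry rats belong to the value quoted for day 21. The paper also kept only main probe sets and gives its cut as a log fold change of at least 0.58, slightly below 1.5-fold. Cpe on day 21, at 0.58, was not counted here.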
